A study of Rattus norvegicus with 31 samples.

How the data were processed

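Total RNA depleted of ribosomal RNA was measured in left ventricle libraries. The submitters' processing notes name cutadapt 1.9.1, Bowtie2 2.3.4.3, HISAT2 2.1.0, StringTie 1.3.5, RSEM 1.3.1, DESeq2 without a version, and the genome build rn7. The roles and order of these tools are not given in the sources used here. The values deposited by the authors are on a log2 scale. In the table of assembled genes the library medians ran from 3.99 to 4.73, and in the RefSeq table from 7.89 to 7.97. Neither the transformation nor any count is given, so the depth is unknown and no counting interval can be given. Values of spike-in RNAs (70 in the tables of assembled genes and transcripts, 69 in the RefSeq table) were kept out of all tests and used only as a measure per library.

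Groups were taken from the labels. SHR and BN-Lx were compared in the table of 46063 genes assembled by the authors from their reads, because BN-Lx columns were found only in the tables of assembled genes and transcripts, whereas a RefSeq table had been planned. The families and the number of modes were analysed in the RefSeq table of 19100 genes. Of the assembled genes 21632 carried at least 1 gene name in the deposited annotation and 928 carried more than 1. A symbol was represented by the gene with that name alone and the highest mean in the 8 progenitor libraries, which gave 12911 symbols. An assembled gene need not match the gene whose name it carries. Exon coordinates are those of the annotation deposited by the authors.

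The number of SHR replicate 4 occurs in 3 batches, and its libraries were taken as the same animal. No table used held all 3, although the mean of 3 had been planned: the tables of assembled genes and transcripts held the batch 1 library and 1 of a later batch, and the RefSeq table the 2 of later batches, which could not be assigned to batch 2 or 3 from their column names. The later libraries were used only for the technical spread, the mean of 2 libraries and the score along their difference. The score of a library is the slope of its deviation from the mean on the difference between the 2 libraries, over genes with a mean over 8. The labels do not say whether replicates share a litter, so p-values measure the spread between the animals sampled.

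Comparisons used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. SHR and BN-Lx were compared in the 8 libraries of batch 1 without covariates, and HXB and BXH in 21 libraries with batch as a covariate. The 29 gene lists of pathways and cell type markers were tested with camera at a preset correlation of 0.01, over the 12911 symbols or the 19100 RefSeq genes, with an estimated correlation as an alternative and fry as a second test. Modes were fitted with mclust 6.1.1 (1 to 3 components of equal variance) after centring within batch. Measures per library were compared with exact permutation tests in scipy 1.17.1, two-sided, and correlations with permutation tests. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9 and statmod 1.5.0 were also used.

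The gene lists and the rule for named genes were fixed before the data were examined. For the progenitors the rule took the 10 highest and 10 lowest fold changes among called genes with a named symbol and no overlap, every SHR candidate gene, and the 2 called members with the smallest p of every other list. For the families it took the 10 smallest p and all Y-linked and mitochondrially encoded genes. For modes it took the 6 largest gains among genes called between the progenitors, and for transcripts 4 genes with calls in both directions. The text gives a selection of these. Acta1, Nppa, Nppb, Eln and Cd36 as a gene with modes are named outside the rule, after their values were seen.

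The fits were tested on simulated data with 50 changed features of each size. For the progenitor genes, 8% of changes of 0.5, 26% of 1, 74% of 2 and 98% of 4 (log2) were recovered. There were 16 false calls among 46063 genes. These false calls made up a larger part of all calls in that simulation than the adjustment threshold allows on average. For transcripts the shares recovered were 0%, 4%, 24% and 70%, with 3 false calls among 91969. For the families 98% of changes of 0.5 and 100% of larger ones were recovered, with 9 false calls. A list of 38 genes shifted by 0.5 was recovered by camera, with 1 other list of 29 called. Other splits of the real progenitor libraries gave up to 9 called lists, so this simulation cannot vouch for the list calls. Mixtures separated by 2, 4 and 6 SD were recognised in 11%, 59.5% and 88.8% of 1000 simulated genes.

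Alternatives covered the test, normalization, low values, left-out libraries, a replicate block, the batch term, the libraries in the fit and the annotation. Added after seeing the data were covariates for the score and the spike-in level, for the progenitors a covariate for the first component of the recombinant inbred libraries, fits without HXB5/Ipcv or without BXH5/Cub, BXH8/Cub and BXH12/Cub, and modes in the assembled genes and in residuals after the score.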

Results

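Total RNA depleted of ribosomal RNA was measured in the left ventricle of the heart of rats from the HXB/BXH panel of recombinant inbred strains and from both progenitor strains. SHR (SHR/OlaIpcv) is the spontaneously hypertensive rat, and BN-Lx (BN-Lx/Cub) is a normotensive Brown Norway congenic strain. Each recombinant inbred strain is an inbred mosaic of the genomes of both progenitors, and the HXB (substrain Ipcv) and BXH (substrain Cub) families come from reciprocal crosses. The labels gave 4 libraries of BN-Lx and 6 libraries of SHR, of which 3 carry the number of SHR replicate 4 in different sequencing batches, so that each progenitor strain had 4 animals. The panel had 12 HXB strains and 9 BXH strains with 1 library each, and the strain was the replicate in every comparison of the families. Values were log2 expression levels made by the authors, without counts, so the sequencing depth of each library is unknown.

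The comparison of SHR with BN-Lx asked which transcripts of the left ventricle differ between the parents of the panel. In SHR, 8 of 18 genes of the hypertrophic and fetal program and 14 of 38 genes of the extracellular matrix were higher, and 29 of 67 nuclear genes of oxidative phosphorylation and 7 of 16 genes of the sarcomere were lower. Endog, a mitochondrial nuclease that has been linked to cardiac hypertrophy, was 9.99 ± 0.14 in BN-Lx and 8.15 ± 0.07 in SHR (log2 units, SD, n = 4 each), a log2 fold change of -1.84 (SE 0.09, limma adjusted p = 8.54e-08). It lies on chromosome 3 from 13449113 to 13451715 in the rn7 build and was called under all 16 alternatives, with log2 fold changes from -1.89 to -1.78 and adjusted p up to 0.0134. Of 46063 genes assembled by the authors, 6603 passed the threshold, 3401 higher and 3202 lower in SHR. Among them were 2525 genes with a named symbol, of which 1380 were higher and 1145 lower. In 6154 of the called genes the ranges of both strains did not overlap, and over all genes this held for 20.6%, against 2.86% expected by chance. The median log2 fold change of all genes was 0.01. Whether reads of both strains aligned equally well to the rn7 build was not tested for these calls. Without SHR replicate 4 there were 4377 calls, and a fit of the 29 libraries of all groups with a batch term gave 3916.

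**Figure D1:**
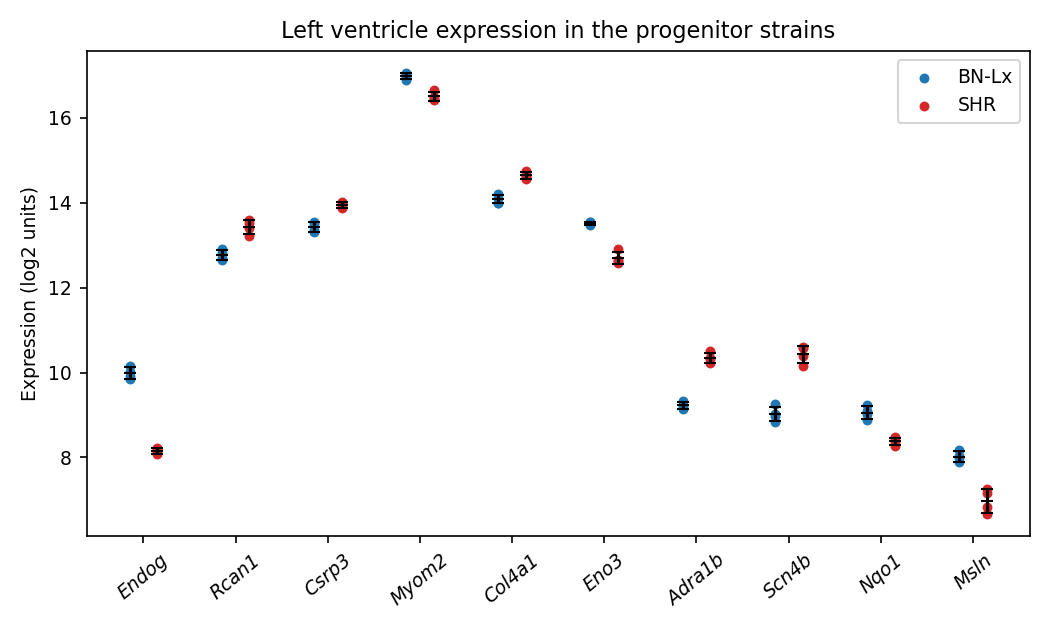
Expression of 10 named genes in the left ventricle of BN-Lx and SHR, in log2 units, with a point for each of the 4 animals per strain and a bar for the mean ± SD. Endog, Myom2, Eno3, Nqo1 and Msln were lower in SHR, and Rcan1, Csrp3, Col4a1, Adra1b and Scn4b were higher.

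The hypertrophic and fetal program had 18 measured members, and 8 of them rose while none fell, with 10 higher when adjusted over the list alone. Rcan1, a feedback inhibitor of calcineurin, rose by 0.67 (SE 0.09, adjusted p = 0.000362), and Csrp3, the muscle LIM protein, rose by 0.51 (SE 0.07, adjusted p = 0.000434). Acta1, the skeletal actin re-expressed in stressed myocardium, was 14.70 ± 0.14 in BN-Lx and 15.55 ± 0.34 in SHR (adjusted p = 0.00146). The natriuretic peptide genes did not pass the test, with a log2 fold change of 0.49 for Nppa (SE 0.29, adjusted p = 0.289) and 0.42 for Nppb (SE 0.16, adjusted p = 0.101). The list as a whole passed the camera test upward (adjusted p = 0.0219), but not with an estimated correlation (adjusted p = 0.564). Of all 29 lists, 7 passed with the preset correlation and 0 with an estimated one in limma's camera, where 0 also had an unadjusted p under 0.05. The fry test, which asks whether the genes of a list move one way on balance, gave adjusted p = 0.00665 for this list, 0.00977 each for the extracellular matrix and the sarcomere, and 0.0216 for oxidative phosphorylation. Of the other lists called by camera, those of glutathione metabolism and mesothelial markers had a fry adjusted p = 0.0194 and 0.00834, and that of ribosomal proteins did not pass (0.130). Lists that passed fry upward but not camera were those of pericytes and smooth muscle (0.00313), endothelium (0.00662), calcium handling and ion channels (0.00834) and Schwann cells (0.0332). The list of the renin-angiotensin, adrenergic and natriuretic systems did so too (0.00662). Lists that passed fry downward but not camera were those of SHR candidate genes (0.00127), lymphocytes (0.0126) and macrophages (0.0386). The list of mitochondrially encoded genes passed fry upward (0.0123), but it held only 1 measured gene, Mt-nd6.

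Of 38 measured genes of the extracellular matrix, 14 rose and 1 fell, against 18 and 1 adjusted over the list alone. Col4a1, a chain of basement membrane collagen, rose by 0.56 (SE 0.07, adjusted p = 0.000163), Col15a1 by 0.60 (SE 0.08, adjusted p = 0.000208) and Eln, which encodes elastin, by 0.61 (SE 0.12, adjusted p = 0.00585). The camera test gave an adjusted p = 0.000643 for this list, and adjusted p = 0.564 with an estimated correlation. Col1a1 rose by 0.45 (SE 0.12, adjusted p = 0.0269), a call that was lost without BN-Lx replicate 1 (adjusted p = 0.0699), BN-Lx replicate 3 (adjusted p = 0.0816), SHR replicate 1 (adjusted p = 0.0693) or SHR replicate 4 (adjusted p = 0.0823), and over all alternatives its adjusted p ran from 0.0162 to 0.233.

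Nuclear genes of oxidative phosphorylation fell more often than they rose: 29 of 67 fell and 1 rose, against 40 and 2 adjusted over the list alone, with a median log2 fold change of -0.25. The gene that rose carries a pseudogene name, Ndufs5-ps2, and Uqcrq, a subunit of complex III, fell by 0.73 (SE 0.07, adjusted p = 2.45e-05). The camera test of the list gave an adjusted p = 3.89e-08, and with an estimated correlation adjusted p = 0.564. Among 16 genes of the sarcomere 7 fell and 1 rose (8 and 2 adjusted over the list alone; camera adjusted p = 0.0206, and adjusted p = 0.564 with an estimated correlation). Myom2 fell by 0.49 (SE 0.07, adjusted p = 0.000659) and Myom1 by 0.33 (SE 0.06, adjusted p = 0.00240), both genes of M-band proteins. The call of the sarcomere list was lost under quantile normalization (adjusted p = 0.166; 0.0107 to 0.564 over all alternatives), and that of Myom1 without the intensity trend (adjusted p = 0.0769) and in the fit of all groups (adjusted p = 0.0911). Tnni3, cardiac troponin I and a marker of cardiomyocytes, was 17.50 ± 0.15 in BN-Lx and 17.03 ± 0.09 in SHR (adjusted p = 0.00260). Of 9 cardiomyocyte markers 4 fell and 0 rose (4 and 1 adjusted over the list alone; camera adjusted p = 0.129). A single gene of the mitochondrial genome, Mt-nd6, was matched by name and rose by 1.38 (SE 0.22, adjusted p = 0.00122).

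Genes of energy supply went both ways. Of 28 genes of fatty acid oxidation 7 rose and 3 fell (8 and 5 adjusted over the list alone), among them Acaa2, which catalyses the last step of the cycle and rose by 0.70 (SE 0.09, adjusted p = 0.000280), and Cpt1a, which rose by 0.44 (SE 0.07, adjusted p = 0.000862). Of 22 genes of glycolysis 5 fell and 2 rose (8 and 3 adjusted over the list alone), and Eno3, muscle enolase, fell by 0.82 (SE 0.08, adjusted p = 1.60e-05). Neither list passed the camera test (adjusted p = 0.510 and 0.137). Of 26 genes of glutathione and xenobiotic metabolism 8 fell and 3 rose (10 and 3 adjusted over the list alone), including Nqo1 with -0.68 (SE 0.10, adjusted p = 0.000739) and Gpx4 with -0.63 (SE 0.09, adjusted p = 0.000540), and the list passed the camera test downward (adjusted p = 0.0107, and adjusted p = 0.564 with an estimated correlation).

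Of 26 genes of the renin-angiotensin, adrenergic and natriuretic systems 5 rose and 3 fell (6 and 5 adjusted over the list alone; camera adjusted p = 0.706). Of 34 genes of calcium handling and ion channels 8 rose and 3 fell (9 and 3 adjusted over the list alone; camera adjusted p = 0.474). Adra1b, an alpha-1 adrenergic receptor, was 9.23 ± 0.08 in BN-Lx and 10.35 ± 0.12 in SHR (adjusted p = 3.68e-06), and Chrm2, the muscarinic receptor of the heart, fell by 0.49 (SE 0.08, adjusted p = 0.00159). Scn4b, a beta subunit of the cardiac sodium channel, was 9.02 ± 0.17 in BN-Lx and 10.43 ± 0.20 in SHR (adjusted p = 6.20e-06). In the interferon response, 4 of 26 genes rose and 2 fell (5 and 2 adjusted over the list alone; camera adjusted p = 0.619). Ifit1 was 6.02 ± 0.53 in BN-Lx and 9.88 ± 0.52 in SHR (adjusted p = 1.53e-06), whereas Ifi44l fell by 0.99 (SE 0.18, adjusted p = 0.00298), a call that was lost in the fit of all groups (adjusted p = 0.0725). Of 20 genes of antigen presentation 5 rose and 1 fell (7 and 1 adjusted over the list alone; camera adjusted p = 0.332), and RT1-DMb rose by 0.83 (SE 0.11, adjusted p = 0.000278). Of 13 clock genes 7 rose and 3 fell (8 and 5 adjusted over the list alone; camera adjusted p = 0.510), among them Dbp, which rose by 0.73 (SE 0.12, adjusted p = 0.00140). All 13 clock genes had an unadjusted p under 0.05 in limma. They went both ways, which a test for a shared direction does not detect. The labels used do not give the time of tissue collection, so its part in these differences was not tested. Of 26 immediate early and stress genes 2 rose and 2 fell (6 and 4 adjusted over the list alone; camera adjusted p = 0.655), and Hspa1b, a heat shock protein gene, fell by 1.54 (SE 0.21, adjusted p = 0.000432).

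Markers of cell types other than cardiomyocytes also differed between the strains. Of 7 measured mesothelial markers 5 fell and 0 rose (6 and 0 adjusted over the list alone), with Msln at 8.02 ± 0.12 in BN-Lx and 6.98 ± 0.28 in SHR (adjusted p = 0.000510, and 0.0546 in the fit of all groups). This list passed the camera test (adjusted p = 0.00620, and adjusted p = 0.564 with an estimated correlation). Of 11 endothelial markers 6 rose and 1 fell, counts that were the same adjusted over the list alone, including Eng with 0.60 (SE 0.08, adjusted p = 0.000343). Of 9 macrophage markers 4 fell and 1 rose, also the same adjusted over the list alone, including Cd163 with -0.65 (SE 0.10, adjusted p = 0.000866). The endothelial and macrophage lists did not pass the camera test (adjusted p = 0.129 and 0.0815). The macrophage list passed without BN-Lx replicate 3 (adjusted p = 0.0480) or SHR replicate 1 (0.0408) and the endothelial list under quantile normalization (0.0467), with ranges of 0.0374 to 0.607 and 0.0467 to 0.564 over all alternatives. The mast cell genes Cpa3 and Tpsab1 rose by 1.33 (SE 0.19, adjusted p = 0.000543) and 1.56 (SE 0.25, adjusted p = 0.00118), and 2 of 8 markers of neutrophils and mast cells rose while 1 fell.

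The other marker lists did not pass the camera test either. Of 10 markers of pericytes and smooth muscle 4 rose and 0 fell (adjusted p = 0.129), and of 8 Schwann cell markers 3 rose and 0 fell, with 4 higher adjusted over the list alone (adjusted p = 0.143, and 0.0333 without SHR replicate 3; 0.0333 to 0.640 over all alternatives). Of 13 lymphocyte markers 2 fell and 1 rose, with 3 and 2 adjusted over the list alone (adjusted p = 0.129, and 0.0480 without BN-Lx replicate 3; 0.0480 to 0.564 over all alternatives), and Gzmb, a granzyme of cytotoxic cells, fell by 1.21 (SE 0.14, adjusted p = 0.000102; rho 0.47 with the RefSeq gene of that name across the 21 strains). Of 11 fibroblast markers 2 fell and 1 rose (adjusted p = 0.706), of 8 atrial markers 2 fell and 1 rose (adjusted p = 0.706), and of 5 adipocyte markers 1 rose and 0 fell (adjusted p = 0.862). Adjusted over the list alone the counts of the pericyte, fibroblast and atrial lists and of the neutrophil and mast cell list were unchanged and 1 adipocyte marker was also lower. Of 6 erythroid markers 0 passed in limma and 2 had an unadjusted p under 0.05 (camera adjusted p = 0.939), and of 4 Y-linked genes 0 passed and 0 had an unadjusted p under 0.05 (camera adjusted p = 0.790). In the atrial, adipocyte, erythroid, Y-linked and neutrophil and mast cell lists (camera adjusted p = 0.918 for the last) the median, the mean and the test did not all have the same sign.

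Of the candidate genes of the SHR strain, collected from earlier literature, 6 had an assembled gene of their own, and 2 of these fell and 0 rose (camera adjusted p = 0.129). Besides Endog, Wars2, the mitochondrial tryptophanyl-tRNA synthetase, was 9.14 ± 0.07 in BN-Lx and 8.79 ± 0.06 in SHR (adjusted p = 0.0167), a call lost without SHR replicate 4 (adjusted p = 0.0585) and without the intensity trend (0.0732), with adjusted p from 0.0108 to 0.0732 over all alternatives. Ephx2, Zbtb16, Gpr183 and Irf7 did not pass (adjusted p = 0.379, 0.176, 0.878 and 0.508). The name Zbtb16 is carried by 19 assembled genes, and the values here are of the one with the highest mean, which has 42 exons. Without BN-Lx replicate 1 Zbtb16 passed with a log2 fold change of -0.75 (adjusted p = 0.00659, and 0.0469 with a replicate block; 0.00659 to 0.347 over all alternatives). Ogn, Srebf1 and Folr1 lie in assembled genes that also carry the names Nol8, Tom1l2 and Folr2, so their values cannot be assigned to a single gene. The gene of Folr1 and Folr2 fell by 0.50 (SE 0.12, adjusted p = 0.0163, 0.0534 without SHR replicate 4 and 0.0567 without the intensity trend; 0.0113 to 0.0567 over all alternatives). The gene of Srebf1 and Tom1l2 rose by 0.27 (SE 0.08, adjusted p = 0.0367; 0.0143 to 0.220 over all alternatives). That call was lost in 10 alternatives, among them those without BN-Lx replicate 1 (0.0714), 3 (0.0984) or 4 (0.0628) or SHR replicate 1 (0.0760), 3 (0.0895) or 4 (0.104). The gene of Ogn and Nol8 did not pass (adjusted p = 0.141). Cd36, Gstm1 and Agtrap were not matched by name in this table and were not analysed here for the progenitors.

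The highest and lowest fold changes included several ribosomal protein genes. Rpl37 on chromosome 2 was 7.07 ± 0.29 in BN-Lx and 12.02 ± 0.09 in SHR, and Rpl37l1 on chromosome 10 was 11.37 ± 0.13 in BN-Lx and 4.85 ± 0.23 in SHR (adjusted p = 1.84e-10 and 8.25e-12). Across the 21 recombinant inbred strains the assembled Rpl37 and the gene of that name in the RefSeq table had a Spearman rho of -0.90. Of 68 genes with names of ribosomal proteins 7 fell and 3 rose (12 and 3 adjusted over the list alone). The list did not pass fry (adjusted p = 0.130), and its camera call (adjusted p = 0.0107) was lost with an estimated correlation (adjusted p = 0.744) and without BN-Lx replicate 1 (adjusted p = 0.0504), with adjusted p from 0.000952 to 0.744 over all alternatives. Nefh, a neurofilament, was 3.44 ± 0.27 in BN-Lx and 6.97 ± 0.18 in SHR (adjusted p = 2.33e-07). An assembled gene named Nptn, a name that 18 assembled genes carry and whose RefSeq values had a rho of -0.13 with it across the 21 strains, fell by 5.25 (SE 0.08, adjusted p = 5.58e-13). The assembled Rps18l1, Rps20 and Cyb5r2 had a rho of -0.040, -0.11 and 0.27 with the RefSeq genes of these names, and M6pr-ps1, Tcea1l1, Lrrc31 and Rpl37l1 had no such value. Cyb5r2, M6pr-ps1, Cbln1, Tcea1l1 and A4galt were also among the 10 highest, and Rps18l1, Rps20, Lrrc31, Rnf212, Pkd2l1 and Rbm46 among the 10 lowest.

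The kininogen genes Kng1 and Kng2, which are mainly expressed in liver, had log2 fold changes of -2.98 (SE 0.46, adjusted p = 0.000949) and -2.62 (SE 0.50, adjusted p = 0.00378). The mean level of 20 liver markers, listed after the data were seen, was 7.70 ± 1.07 in BN-Lx and 5.98 ± 0.66 in SHR (exact permutation test, two-sided p = 0.0571, BH adjusted 0.104 over 14 comparisons of such measures). The mean level of the spike-in RNAs was 7.37 ± 0.37 in BN-Lx and 6.70 ± 0.22 in SHR (exact p = 0.0286, adjusted 0.0800). The libraries ranged from 6.95 to 7.85 in BN-Lx and from 6.37 to 6.82 in SHR. No fit of the progenitors had this level as a covariate, so their gene and list differences were not tested apart from it. HXB also had a lower level than BXH. The lists called by camera in both comparisons were oxidative phosphorylation, glutathione metabolism, ribosomal proteins and mesothelial markers, all lower in SHR and HXB. Other camera calls were not shared.

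Transcripts were compared in the same 8 libraries to ask whether single isoforms differ between the progenitors. For Echdc2, a mitochondrial enzyme, a transcript with 10 exons rose by 7.36 (SE 0.17, adjusted p = 1.39e-07) while one with 8 exons fell by 2.26 (SE 0.15, adjusted p = 7.95e-05). Transcripts of the assembled gene named Ins2 were also called in opposite directions, with log2 fold changes of 5.39 (SE 0.33) and -7.98 (SE 0.21; adjusted p = 4.87e-05 and 3.55e-07), but they do not overlap on chromosome 1 (197891370 to 197916513 and 197918411 to 197931996), so they are not isoforms that share exons. In all, 5083 of 91969 transcripts passed, 2501 higher and 2582 lower in SHR, and 244 genes had a transcript called higher and another lower. With 1 library left out the calls numbered from 3018 (without SHR replicate 4) to 3722 (without BN-Lx replicate 2), and without BN-Lx replicates 3 or 4 or SHR replicates 2 or 3 they were 3349, 3260, 3176 and 3289. With a replicate block the calls numbered 1893, and the fit of all groups gave 1174.

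HXB and BXH strains were compared to ask whether the reciprocal families differ. Many genes differed by a small amount, with a median absolute log2 difference of 0.27 among called genes. Kitlg, the ligand of the receptor Kit, was 10.36 ± 0.27 in 9 BXH strains and 11.13 ± 0.17 in 12 HXB strains (limma adjusted p = 6.48e-05), with no overlap of the families. Snrpd3, a core spliceosome protein, was higher in HXB by 0.65 (SE 0.07, adjusted p = 6.64e-05), and Ergic3 and Tmco6 had log2 differences of -0.43 and -0.41 (adjusted p = 6.64e-05 and 7.00e-05). Itga1, Pdcd4, Zfp143, Cnot6l and Tbc1d31 were also higher in HXB, and Med9 was lower. Of 19100 genes 6940 passed, 3534 higher and 3406 lower in HXB, and 513 of them differed by at least 0.5. Within batch 3 alone 6787 genes passed.

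The same libraries differed in measures that are not tied to single genes. The mean spike-in level was 6.82 ± 0.12 in HXB and 7.37 ± 0.37 in BXH (exact permutation test, two-sided p = 0.000333, adjusted 0.00280). In batch 3 it was 6.80 ± 0.13 in 9 HXB and 7.53 ± 0.25 in 6 BXH libraries (exact p = 0.000400, adjusted 0.00280), and in batch 2, with 3 libraries each, the means were 6.87 and 7.04 (exact p = 0.8; the smallest p that 3 against 3 allow is 0.1). Across 10055 genes with a mean over 8, the family difference in the assembled genes had a Spearman rho of 0.83 with the difference between 2 libraries of SHR replicate 4, and over all genes rho was 0.49. The 2 libraries come from batch 1 and a later batch. Genes are not independent replicates. With the score of each library along that difference as a covariate, 1 gene passed (Snrpd3, adjusted p = 0.0393) and 1907 had an unadjusted p under 0.05. With the mean spike-in level as a covariate 0 genes passed in limma and 2006 had an unadjusted p under 0.05, against 8759 without a covariate. For Kitlg the difference was 0.53 with the score (adjusted p = 0.0505) and 0.56 with the spike-in level (adjusted p = 0.171), and over all alternatives its adjusted p ran from 2.64e-05 to 0.171. Both covariates were added after the data were seen, and the score is computed from the same libraries.

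**Figure D2:**
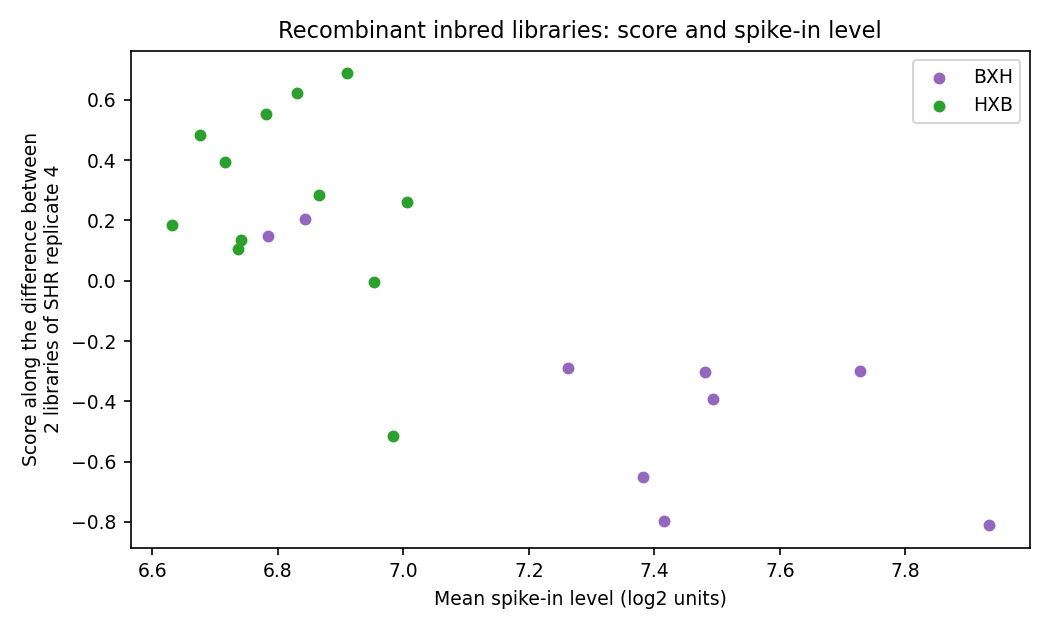
Score of each recombinant inbred library along the difference between 2 libraries of SHR replicate 4 (vertical axis, 1 being that whole difference) against its mean spike-in level (horizontal axis, log2 units), with a point for each of 9 BXH and 12 HXB libraries. BXH libraries had a mean score of -0.35 and HXB libraries of 0.27 (exact permutation test, two-sided p = 0.00116, adjusted 0.00543), with differences of 0.28 in batch 2 (exact p = 0.6) and 0.79 in batch 3 (exact p = 0.0016).

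Of 28 lists measured in this comparison 11 passed the camera test, 1 higher and 10 lower in HXB. With an estimated correlation 0 passed in camera, where 1 had an unadjusted p under 0.05, and the adjusted p of the lists below was 0.594 to 0.756. Of 89 nuclear genes of oxidative phosphorylation 46 were lower and 8 higher in HXB (49 and 11 adjusted over the list alone; camera adjusted p = 2.18e-06, and adjusted p = 0.674 with an estimated correlation). Of 34 genes of glutathione and xenobiotic metabolism 18 were lower and 0 higher (camera adjusted p = 1.71e-05), and of 28 genes of glycolysis 11 were lower and 1 higher (adjusted p = 0.000321). Of 43 genes of antigen presentation 14 were lower (adjusted p = 0.000203), of 12 macrophage markers 6 (adjusted p = 0.00363), of 12 cardiomyocyte markers 7 (adjusted p = 0.0106) and of 8 mesothelial markers 6 (adjusted p = 0.0142), with 0 higher in each. The lists of ribosomal proteins, fatty acid oxidation and immediate early genes also passed (adjusted p = 0.00670, 0.0422 and 0.0443), but not fry (adjusted p = 0.0989, 0.0828 and 0.106), which the other 8 called lists passed (0.000125 to 0.0107). The adipocyte and SHR candidate lists passed fry but not camera (0.00221 and 0.0105). Of ribosomal protein genes 34 of 91 were lower and 10 higher, of genes of fatty acid oxidation 11 of 36 and 1, and of immediate early genes 6 of 30 and 1. Adjusted over the list alone, 14 genes of glycolysis and 35 of the ribosomal proteins were lower and 11 of the latter higher, and the counts of the other 8 lists called by camera, oxidative phosphorylation aside, were unchanged. Under quantile normalization 6 lists passed, and the calls of glycolysis (adjusted p = 0.0545), ribosomal proteins (0.221), fatty acid oxidation (0.744) and immediate early genes (0.0564) ended, while the cardiomyocyte list changed direction (0.702). These 5 lists were also not called with the score as a covariate, where fatty acid oxidation and immediate early genes changed direction. Over the 3 alternatives their adjusted p ran from 0.0545 to 0.594, 0.221 to 0.756, 0.744 to 0.827, 0.0564 to 0.751 and 0.417 to 0.702. Of the 5 measured Y-linked genes 4 were higher in HXB (camera adjusted p = 0.00935, and adjusted p = 0.594 with an estimated correlation), among them Uty with 0.62 (SE 0.11, adjusted p = 0.000380) and Eif2s3y with 0.40 (SE 0.08, adjusted p = 0.00120), and Usp9y was not called (adjusted p = 0.217). With the score as a covariate the differences of Uty and Eif2s3y were 0.17 and 0.14 (adjusted p = 0.457 and 0.644), and the list was no longer called (adjusted p = 0.417; 0.0143 to 0.594 over the 3 alternatives). The other 17 lists did not pass (camera adjusted p from 0.102 to 0.998). With the score as a covariate the lists of the interferon response, atrial, adipocyte and erythroid markers passed, the last with a changed direction (adjusted p = 3.29e-06, 0.0202, 0.0329 and 0.0119). No gene of the list encoded by mitochondrial DNA was matched by name in this table.

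Because a recombinant inbred strain is fixed for 1 progenitor allele at each locus, levels were also tested for more than 1 mode among the 21 strains. Nefh showed the largest gain of 2 modes over 1 among genes called between the progenitors: 11 strains had a mean of 4.87 ± 0.20 and 10 strains a mean of 6.95 ± 0.12. Rubcnl, a regulator of autophagy, had 13 strains at 6.10 ± 0.24 and 8 strains at 8.31 ± 0.17. Zp2 and Rnf212 also had 2 modes, with 6 and 14 strains in the higher one. For Hsd3b5, a gene of steroid metabolism expressed in liver, the higher mode held 3 BXH strains. Across the 21 strains its level had a Spearman rho of 0.77 with other liver markers. It was highest in BXH5/Cub, which also had the highest mean liver marker level (9.08). Its modes were therefore not told apart from the liver marker level. Strains were assigned to modes after centring within batch, and the means are of values before it. A fit of 2 or 3 modes was preferred for 2974 of 19100 genes (15.6%), against 9.17% in simulated values with a single mode. The share was 17.05% among 2505 genes called between the progenitors, 13.2% among 9725 that were not, and 46.4% among the 388 called with a log2 difference of at least 1. The number of genes was 1734 without the 0.25 of genes with the lowest means. In residuals after the score it was 2655 (13.9%). Whether the excess over simulated values has a genetic source was not tested.

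**Figure D3:**
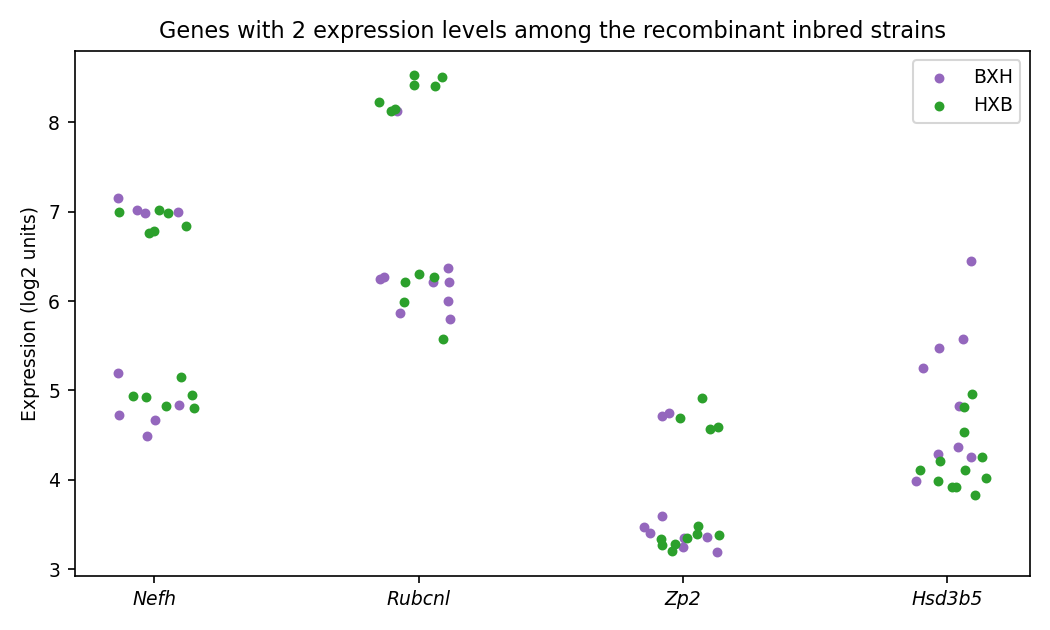
Expression in log2 units of the 4 genes with the largest gain of 2 modes over 1 among genes called between the progenitors, with a point for each of 9 BXH and 12 HXB strains. The strains of Nefh fall into a lower level of 4.87 and a higher level of 6.95.

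The spread between libraries of the same animal was compared with that between animals. The median SD was 0.285 for 2 libraries of SHR replicate 4 and 0.325 for the 4 SHR animals, and without the 0.25 of genes with the lowest means the order turned (0.268 and 0.258). A median SD of 2 values also lies below that of 4 values with the same spread. Over all assembled genes the difference between the 2 libraries had an SD of 0.671, within the range of 0.620 to 0.703 for pairs of SHR animals. This pair is the batch 1 library and 1 of a later batch, whereas all 4 SHR animals are in batch 1, so its spread includes any difference between batches and the spread between libraries alone cannot be given. The table aligned to RefSeq genes holds a different pair, the 2 libraries of that replicate from later batches, and their median SD was 0.0650, against 0.154 among 9 BXH and 0.152 among 12 HXB strains, with the same limit of 2 values.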

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

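No explanation was tested for the values given here. Of 172 groups of 4 to 10 libraries, 9 held a library far from the others by the gap to its nearest neighbour over the range of the group, and chance gives about 1 in 20. In BN-Lx, replicate 1 stood apart for Cyb5r2 (4.76 against a median of 3.40 of the others, gap over range 0.902) and replicate 3 for Wars2 (9.03 against 9.18, 0.886). BN-Lx replicate 4 stood apart for Kng1 (6.94 against 5.01, 0.954) and Kng2 (9.17 against 6.90, 0.859), and it had the highest mean level of liver markers among the progenitors (9.13). In SHR, replicate 1 stood apart for A4galt (5.99 against 5.80, 0.902). SHR replicate 2 stood apart for the gene shared by Srebf1 and Tom1l2 (11.97 against 12.23, 0.861) and for the mean spike-in level (6.37 against 6.82, 0.904). SHR replicate 3 stood apart for Hspa1b (6.36 against 7.06, 0.878) and Tpsab1 (4.57 against 5.33, 0.849).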

How the results depend on the processing

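The covariate fits, the fits without named strains, and the modes in the assembled genes and in residuals were chosen after seeing the data. SHR against BN-Lx gene calls ranged from 4377 to 6114 when 1 library was left out and were 3916 in the fit of all groups. Transcript calls ranged from 3018 to 3722, were 1893 with a replicate block and 1174 in the fit of all groups. Replicate numbers did not pair the animals: deviations of same-numbered libraries correlated from -0.04 to 0.03, and no library correlated best with its own number. HXB against BXH gene calls were 12871 in the assembled genes, where 46063 genes were tested and the median log2 difference of all genes was 0.11, 1 with the score and 0 with the spike-in level as a covariate (limma, with 1907 and 2006 at an unadjusted p under 0.05).

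List calls fell from 7 between progenitors and 11 between families to 0 and 0 with an estimated correlation, and the latter to 6 under quantile normalization. Genes with 2 or 3 modes numbered 1900 (14.7%) with the progenitor means added, which also meant the assembled genes and no centring within batch, and 1746 (13.5%) in the assembled genes with centring, both over 12911 genes. They numbered 1734 (12.1%) without the 0.25 of genes lowest by mean, over 14325 genes, against 15.6% of 19100. The cause was not tested for any of the other changes in count.

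Directions turned for Gpr183 without SHR replicate 3 (0.026) or 4 (0.081), with -0.18 to 0.081 over the left-out libraries, and for Kdm5d (-0.090) and Usp9y (-0.15) with the score. They also turned for 4 lists between families: fatty acid oxidation (p = 0.768), immediate early genes (p = 0.291) and erythroid markers (p = 0.00255) with the score, and cardiomyocyte markers (p = 0.426) under quantile normalization. The cause was not tested.

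The median SD of 2 libraries of SHR replicate 4 was below that of the SHR animals over all genes and under quantile normalization (0.265 against 0.320) and above it without the 0.25 of genes lowest by mean (0.268 against 0.258). The other counts stayed within 1.5 times under the settings run. Of the named progenitor genes 63 kept their direction and side of the threshold in the fit of all groups and without the intensity trend, where 12 each lost their call, and 66 without SHR replicate 4. With the spike-in level all 14 called genes among the 15 named family genes lost their call, and Usp9y had not been called before. Differences became smaller to unlike degrees: that of Snrpd3 went from 0.65 to 0.60 and of Pdcd4 from 0.39 to 0.34, but that of Itga1 from 0.55 to 0.30, of Uty from 0.62 to 0.32 and of Kdm5d from 0.28 to 0.081, and the median absolute difference of all called genes from 0.27 to 0.14. A pseudocount was not run because values are logs, the tables without BN-Lx columns were not run for the progenitors, nor the v6 table, which holds 1 library of SHR replicate 4, for the technical spread, and the mean for SHR replicate 4 used 2 libraries in place of 3. Depth limits cannot be given without counts.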

Other observations

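The tests of the technical direction of the libraries, of liver transcripts and of neighbouring genes at discrete levels were chosen after the results were seen, and the covariate fits were added after seeing the data. Cd36, a fatty acid transporter with a known defect in SHR, was also chosen after its values were seen. It had 2 modes among the recombinant inbred strains, with a gain of 15.1 over 1 mode, and ranged from 11.84 to 14.31 (log2). Endog and Wars2 were also assigned 2 modes, with gains of only 0.12 and 0.17, and Endog ranged from 8.30 to 10.36. The other SHR candidate genes tested had 1 mode.

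A random division of the libraries is an unlikely source of the numbers of called genes and transcripts. Of 35 splits of the 8 progenitor libraries, 1, the real one, gave as many gene calls (6603; the highest other gave 1) and 1 as many transcript calls (5083; highest other 10), and of 100 splits of the 21 strains 1 gave as many (6940; highest other 1). For the progenitors 1 of 35 is the smallest share possible. Splits cannot separate strain or family from a measure that differs with it, such as the spike-in level. For gene lists chance cannot be excluded: 6 of 35 splits gave as many as the 7 lists between the progenitors (highest other 9), and 15 of 100 as many as the 11 between families (highest other 16).

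The broad difference between HXB and BXH libraries was not a matter of the labelled batch, since batch 3 alone gave 6787 calls. It may follow a technical direction of the libraries, because across the 10055 genes with a mean over 8, which are not independent replicates, it had a Spearman rho of 0.827 with the difference between 2 libraries of 1 SHR replicate, from batch 1 and a later batch, and 0.494 across all genes; the count with the score as a covariate was first meant to decide this and was set aside, as the score comes from the same libraries. The amount of sample RNA relative to spike-ins could also account for it, as limma gave 0 calls with the spike-in level as a covariate and 2006 genes at an unadjusted p under 0.05. The median absolute difference of called genes went from 0.27 (median SE 0.07) to 0.14 (median SE 0.10), so the calls ended through a smaller difference and a wider error, and the spike-in level itself differed between the families. A difference between the families stays open and was not tested apart from these. The spike-in level was also lower in SHR (6.70) than in BN-Lx (7.37), and no progenitor fit had it as a covariate. Its part in the progenitor differences therefore stays open. The progenitor difference had a Spearman rho of 0.047 with the family difference over all genes. Without SHR replicate 4 it had a rho of -0.258 with the difference between the 2 libraries.

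Within families, the score and the spike-in level had a Pearson r of -0.787 in 9 BXH strains (exact permutation p = 0.0124, adjusted 0.0247; Spearman rho -0.683, exact p = 0.0503), which was -0.305 without the 2 farthest strains, so the relation rests on those strains. In 12 HXB strains r was -0.307 (permutation p = 0.341, adjusted 0.341; rho -0.168, p = 0.603) and 0.0822 without the 2 farthest.

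Liver transcripts varied together between these heart libraries: all 20 listed markers correlated over 0.5 with the mean of the others across the 21 strains, and Alb ranged from 9.71 in HXB31/Ipcv to 13.69 in BXH5/Cub. RNA from liver is a candidate source, although 3 of the markers were over 8 in every strain (Alb, Ttr from 9.28 and Tf from 11.18), and Hsd3b5 was listed after its modes had been seen. Batch 2 exceeded batch 3 by 0.801 in mean liver marker level (exact permutation p = 0.0536, adjusted 0.104), hardly more than the SD of 0.78 within batches, and libraries of batch 3 alone ranged from 6.08 (HXB31/Ipcv) to 8.55 (BXH8/Cub), so batch may be a part but not the whole of it. HXB minus BXH was -0.708 (exact p = 0.0595, adjusted 0.104; -0.85 in batch 2, exact p = 0.1, the smallest possible, and -0.56 in batch 3, exact p = 0.191) against an SD of 0.786 within families, so a family difference cannot be told apart from the spread of these libraries.

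The opposite differences of Rpl37 and Rpl37l1 may come from reads shared between near-identical copies. Although they lie on different chromosomes, all 21 strains were on the same progenitor side for both, 11 like SHR and 10 like BN-Lx (Fisher's exact test, two-sided p = 2.84e-06). Control of both by 1 locus would give the same pattern and was not tested.

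It was predicted, before the test, that neighbouring progenitor differences would be inherited in blocks, with a median of over 80% of strains on the same side for genes within 1 Mb. This prediction failed: among 352 named autosomal genes called without overlap and with an absolute log2 difference of at least 1, the median was 61.9% for 115 pairs within 1 Mb and 52.4% for pairs on different chromosomes. The progenitors are in batch 1 and the strains in batches 2 and 3. Only 28 of the 352 genes had over 80% of strains near a progenitor level. Wrongly assigned sides would lower agreement, so the failure alone does not decide whether alleles were inherited in blocks. The genes were then looked at in 5 subsets of 2 sets of features, 10 in all, with medians from 61.9% to 100% within 1 Mb and from 57.14% to 100% for pairs 100 kb to 1 Mb apart, and no such pair in 1 subset. The second test was picked from these after its values were seen: in 155 features with over 80% of strains near a progenitor level, 11 pairs 100 kb to 1 Mb apart had a median of 100%. Selection on discrete levels may have favoured features of a single transcript unit, so this is a hypothesis for new data. The first test stands as negative for the 352 genes it covered, within the limit of the assigned sides.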
